A study of Mus musculus with 37 samples. Its data were reported in "Osteopontin mediates acquired resistance to hypoxia-inducing antiangiogenics and promotes anti–PD-L1 refractoriness in breast cancer models" (2026).

How the data were processed

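Splenocytes from wild-type FVB mice were exposed for 48 h to RAW264.7 cells, a mouse macrophage-like line, or to the culture medium of those cells. The RAW cells had first been kept for 72 h in normoxia (21% oxygen) or hypoxia (1% oxygen), with or without added SPP1 (osteopontin, a secreted protein that binds integrins and CD44). Per the labels, the splenocyte cultures received either the medium of the RAW cells, the RAW cells themselves without a wash, or the RAW cells after a media wash. These 3 modes are called medium, cells and washed below. Groups were taken from the treatment label of each sample and replicate numbers from its title. Of the 13 groups, 11 had 3 libraries. The medium, normoxia, no-SPP1 group had 2 libraries (replicates 2 and 3), and so had the naive splenocytes, which received neither RAW cells nor their medium.

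RNA libraries were made with a QuantSeq 3′ mRNA-seq kit, which reads the 3′ ends of polyadenylated transcripts, and were sequenced as single reads. Per the series text, the authors trimmed adapters and polyA tails with bbduk, aligned the reads to GRCh38 with STAR 2.7.10b and counted them per gene with featureCounts of Rsubread 2.0.3. The authors deposited these values as raw counts, and 100% of the values were whole numbers. The annotation release and the handling of multiply aligned reads were not stated. The library kit added unique molecular identifiers, but whether they entered the counting was not stated, so a count may include PCR copies. The labels also require a minimum RNA integrity for sequencing while quoting a range that reaches below it. No integrity value per library was used here.

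GRCh38 is a human genome, and all 60708 row IDs of the deposited table are human Ensembl gene IDs, whereas the samples are mouse. The counts are therefore those mouse reads that aligned to human genes. Transcripts whose 3′ ends differ between the species are expected to be missing or undercounted, and reads of a mouse transcript can fall on a paralog or pseudogene of the human gene, so the gene behind any single ID is uncertain. The files do not pair the IDs with names. The gene table used here is a mouse one, in which 0 of the IDs occur, so no gene symbol or position is given. At most 2 IDs that rose and 2 that fell are named per comparison, apart from counts of 5 or fewer. For the same reason the tests of 20 gene lists, the set of preset genes and the share of Y-linked reads planned before the data were examined were not run.

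Counts were analysed as deposited with R 4.3.3 and edgeR 4.0.16. IDs were kept by filterByExpr with the group as the design and a minimum count of 10, which left 5193 of the 22657 IDs with a count in any library. The kept IDs held 97.9% to 99.4% of each library's counts. Libraries were scaled by TMM, and 1 quasi-likelihood model with a mean for each of the 13 groups was fitted to all 37 libraries, so that all groups shared an estimate of the spread per ID. Contrasts were tested with the quasi-likelihood F test and Benjamini-Hochberg adjustment, without the replicate number as a term, and an ID with an adjusted p under 0.05 is referred to as called. Standard errors were obtained from the F statistic. The SPP1 and oxygen effects within a mode were averaged over the other factor with equal weight. CPM values were computed by edgeR from the TMM-scaled library sizes, and log2 CPM values for principal components used a prior count of 2. Fold changes against an arm whose libraries all held at most 3 counts are given as lower bounds computed against 3 counts.

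The rule for named IDs, fixed before the data were examined, asked for a mean log2 CPM of at least 4, an adjusted p under 0.05 and the same direction at every replicate number, and ranked IDs by fold change. It asked for the 3 largest changes in each direction. Its condition on gene symbols could not be applied, and because the IDs have no names only the 2 largest per direction, or all that passed where fewer did, were named. The mean log2 CPM was taken as edgeR's average over all 37 libraries, the logarithm of an average abundance. An ID near 0 in many libraries could therefore pass, as ENSG00000092607.15 did at 4.1 with 0 counts in every washed library. The condition on direction at every replicate number was not applied to the comparisons with naive. No IDs were named for differences of the SPP1 or hypoxia effect between modes, for interactions or for SPP1 within single conditions, which the rule did not cover. Where 5 or fewer IDs were called, those outside the rule were named as well and were chosen after their values were seen.

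Total counts ranged from 631574 to 1337314 per library with a median of 1063211, and 7102 to 10852 IDs had a count. At these totals 3 counts correspond to a few CPM, so low IDs carry wide counting error. The pipeline was tested on simulated counts drawn with the means, library sizes and spread of the real table, with 200 changed IDs. Of the 191 changed IDs among 4849 tested, 61.8% were recovered, 81.6% of those changed 4-fold and 40.9% of those changed 2-fold. All 118 had the right direction, 9 calls (7.09% of the calls) were false, and an unchanged contrast gave 0 calls with 5.3% of IDs at an unadjusted p under 0.05. The real libraries behaved otherwise when labels were redrawn. Redrawn SPP1 labels in cells gave a median of 108 of 5193 IDs at an unadjusted p under 0.05. Redrawn oxygen labels in washed gave up to 871 calls. The simulated rates of recovery and of false calls may therefore not hold for the real libraries.

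Alternatives fixed before the data were examined were RLE scaling, every ID with a count, a mean of at least 10 counts per library, DESeq2 1.42.0, a fit of only the libraries of a contrast, the replicate number as a block, a minimum fold change of 1.2 and leaving out each library in turn. The differences of the hypoxia effects between modes and the correlations of the hypoxia effects with a mode difference were added after the data were seen. Other splits of the libraries were drawn up to 100 per comparison, the real one included, with a fixed seed. Replicates were checked for repeated deposition by a chi-square test over IDs with at least 20 counts in a pair.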

Results

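The deposited counts came from 37 libraries of mouse splenocytes, 35 of them exposed to RAW264.7 cells or their medium and 2 naive. There were 11 medium, 12 cells and 12 washed libraries. Total counts per library ranged from 631574, in naive replicate 2, to 1337314, in washed hypoxia SPP1 replicate 2. Because mouse reads had been aligned to a human genome, each ID below stands for mouse reads that matched a human gene. In none of 35 pairs of replicates did the counts agree within sampling noise, with chi-square values per degree of freedom from 3.19 to 54.9. Correlations of log2 CPM between replicates ran from 0.860 to 0.975.

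The 10 most abundant IDs took 20.2% ± 1.25 (SD, n = 12) of the counts in the cells libraries and 15.2% ± 0.659 (SD, n = 11) in the medium libraries. In a permutation test with 100000 resamples, counting differences in either direction, the p-value was 1e-05, the smallest it could give, and 0.00024 after Benjamini-Hochberg adjustment over 24 tests of totals, detected IDs and this share. In the cells libraries the total count was 1274300 ± 59060 with SPP1 and 1034500 ± 141260 without (SD, n = 6 each). That difference had an exact permutation p of 0.00433, and 0.0519 after the same adjustment, so it did not pass the correction. In the medium libraries the order was opposite, 1002000 ± 93370 with SPP1 (SD, n = 6) and 1168400 ± 140370 without (SD, n = 5), with an exact permutation p of 0.0433 and an adjusted value of 0.208.

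The first principal component of log2 CPM held 33.2% of the variance and the second 12.3%. On the first component 9 of the 11 medium libraries lay between -57.5 and -41.5, and the remaining 2, medium hypoxia no-SPP1 replicate 1 and medium normoxia no-SPP1 replicate 3, lay at -11.6 and -10.7. On the second component 4 libraries lay below all others. They were washed hypoxia SPP1 replicate 1 at -54.4, washed normoxia SPP1 replicate 1 at -53.3 and replicate 2 at -31.8, and cells hypoxia no-SPP1 replicate 2 at -32.3.

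**Figure D1:**
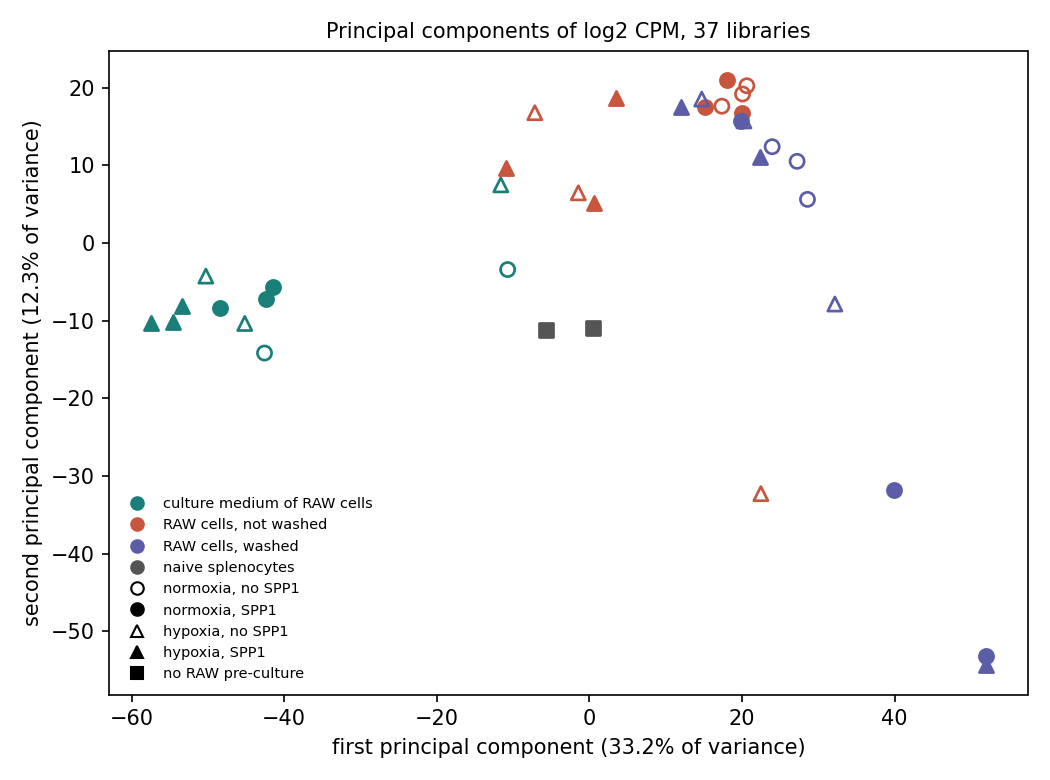
First principal component of log2 CPM on the x axis and second on the y axis, in the units of the scores, with 1 point per library. Colour gives the mode, the symbol the oxygen level and the fill SPP1, and 9 of the 11 medium libraries lie to the left at -57.5 to -41.5.

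Each mode was first compared with naive splenocytes, the background that no RAW culture had touched. No culture time was found for the naive splenocytes, so these comparisons cannot separate exposure from 48 h of culture. In the cells and washed modes, RNA of RAW cells collected with the splenocytes may also contribute. With edgeR's quasi-likelihood test, 1682 of 5193 IDs were called between medium and naive (886 higher, 796 lower), 1418 between cells and naive (724 higher, 694 lower) and 1793 between washed and naive (907 higher, 886 lower). The alternative that moved these counts most was the fit of only the washed and naive libraries, which called 1306. Naive had 2 libraries, so these counts rest on a small arm. ENSG00000091656.19 had 97.2 ± 52.0 CPM in medium (SD, n = 11) and 0 counts in both naive libraries, at least 28.4-fold higher. Its medium values ran from 0 to 155 CPM, and medium hypoxia no-SPP1 replicate 1 with 0 counts and medium normoxia no-SPP1 replicate 3 with 1 count lay with the naive libraries. ENSG00000047457.14 had 78.9 ± 41.0 CPM in medium (range 0.771 to 134) and at most 1 count in naive, at least 23.1-fold higher (adjusted p 6.14e-05). ENSG00000185305.11 had 15.0 ± 4.21 CPM in medium (SD, n = 11), 14 ± 5.80 in cells (SD, n = 12) and 262 ± 238 in naive (SD, n = 2), a log2 fold change of -4.10 (SE 0.434, adjusted p 9.46e-09) for medium and -4.23 (SE 0.422, adjusted p 1.53e-09) for cells. ENSG00000141293.16 had 11.1 ± 5.83 CPM in medium and 215 ± 174 in naive, a log2 fold change of -4.26 (SE 0.383, adjusted p 3.10e-10). Between cells and naive, ENSG00000138623.10 had 41.3 ± 15.7 CPM in cells and at most 2 counts in naive, at least 12.1-fold higher (adjusted p 0.000424), ENSG00000135363.12 had 52.3 ± 9.73 CPM and at most 3 counts, at least 15.3-fold higher (adjusted p 3.16e-07), and ENSG00000156299.13 had 37.6 ± 11.97 and 446 ± 185 CPM, a log2 fold change of -3.60 (SE 0.313, adjusted p 5.09e-11). ENSG00000120738.8 had 2028 ± 1183 CPM in washed (SD, n = 12) and 73.9 ± 3.18 in naive (SD, n = 2), a log2 fold change of 4.73 (SE 0.947, adjusted p 0.000196), with every washed library (122 to 3649) above both naive ones. ENSG00000138623.10 had 33.3 ± 20.3 CPM in washed, at least 9.74-fold higher (adjusted p 0.000705). ENSG00000092607.15 had 0 counts in every washed library and at most 4 in naive, at least 1.08-fold lower (adjusted p 0.0229), and ENSG00000011009.11 had 5.12 ± 3.03 CPM in washed and 84.1 ± 9.95 in naive, a log2 fold change of -4.05 (SE 0.407, adjusted p 1.84e-09).

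Contact with RAW cells was then set against their medium. The paper describes no step that separated splenocytes from RAW cells before sequencing. RNA of the RAW cells may therefore account for part of this comparison, which is not a measure of the splenocyte response alone. Between cells and medium 2531 IDs were called, 1215 higher and 1316 lower in cells, with a median absolute log2 fold change of 0.96 among them. ENSG00000104369.5 had 48.1 ± 14.9 CPM in cells (SD, n = 12) and 3.46 ± 4.35 in medium (SD, n = 11), a log2 fold change of 3.87 (SE 0.32, adjusted p 8.21e-12), and the lowest cells library (19.7) lay above the highest medium library (16.0). ENSG00000123358.20 had 1009 ± 491 CPM in cells and 101 ± 201 in medium, a log2 fold change of 3.78 (SE 0.306, adjusted p 5.87e-12), although medium normoxia no-SPP1 replicate 3 reached 706. In the other direction the log2 fold change of ENSG00000091656.19 was -5.04 (SE 0.686, adjusted p 4.51e-07) and that of ENSG00000092607.15 was -4.82 (SE 0.615, adjusted p 4.09e-07). Cells and medium overlapped at both, with ranges of 0 to 94.3 and 0 to 155 CPM for the former and 0 to 20.5 and 0.771 to 80.4 for the latter. The cells normoxia libraries had at most 1 count of each, so the cells means came from the hypoxia libraries. For the former, over its 29 alternatives, the adjusted p ran from 2.55e-45 to 0.0541 without medium normoxia no-SPP1 replicate 2, a fit that left medium normoxia no-SPP1 with 1 library.

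Washing the RAW cells before the co-culture gave 376 calls against the unwashed cells, 216 higher and 160 lower in washed. The count was 227 without washed hypoxia no-SPP1 replicate 2 and 753 without washed normoxia SPP1 replicate 3. ENSG00000263934.5 had 284 ± 390.3 CPM in washed and 52.7 ± 122 in cells (SD, n = 12 each), a log2 fold change of 2.58 (SE 0.588, adjusted p 0.00749), with overlapping ranges of 16.5 to 962 and 10.4 to 440.3. It was high in 4 washed libraries, washed hypoxia SPP1 replicate 1 (653), washed normoxia SPP1 replicates 1 and 2 (693 and 962) and washed hypoxia no-SPP1 replicate 2 (898), and in cells hypoxia no-SPP1 replicate 2 (440.3). It lost its call in 2 of 24 fits that left out 1 library, with an adjusted p up to 0.0704 without washed hypoxia no-SPP1 replicate 2. ENSG00000080824.19 had 15250 ± 17340 CPM in washed and 4382 ± 7451 in cells (SD, n = 12 each), a log2 fold change of 1.93 (SE 0.377, adjusted p 0.00237) with overlapping ranges of 2313 to 53820 and 1829 to 28030. Its highest washed values were in washed hypoxia SPP1 replicate 1 (43840) and washed normoxia SPP1 replicates 1 and 2 (53820 and 29100). Those libraries and cells hypoxia no-SPP1 replicate 2 (28030) were the ones set apart on the second component. The other washed libraries ran from 2313 to 12170 and the other cells libraries from 1829 to 2521. The call held in all 24 fits that left out 1 library. ENSG00000149948.14 had at most 3 counts in every washed library and 13.9 ± 14.6 CPM in cells (SD, n = 12), so that washed was at least 4.20-fold lower. The cells normoxia libraries had 0 to 2 counts, close to the range of washed, and the cells hypoxia libraries 12 to 38, so the difference was present after hypoxia only. Its adjusted p was 0.039, and 13 of the 24 fits that left out 1 library lost the call. Over its 30 alternatives the adjusted p ran from 0.000116 to 0.157, the latter without cells normoxia no-SPP1 replicate 2. ENSG00000160789.24 had at most 3 counts in every washed library and 9.82 ± 8.57 CPM in cells, at least 2.97-fold lower in washed (adjusted p 0.00577). The cells normoxia libraries had 1 to 5 counts of it and the cells hypoxia libraries 7 to 29.

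Whether SPP1 added to the RAW culture changed the splenocyte libraries was examined next. In the medium and cells modes the RAW cells were not washed, so added SPP1 may have reached the splenocytes directly. Those contrasts cannot separate such an effect from one through the RAW cells. In the medium mode 13 IDs were called, 0 higher and 13 lower with SPP1, and 478 IDs had an unadjusted p under 0.05. In the cells mode 0 IDs were called (87 at an unadjusted p under 0.05). In the washed mode 1 ID was called, higher with SPP1 (527 at an unadjusted p under 0.05). Averaged over the 3 modes 0 IDs were called (238 at an unadjusted p under 0.05). A fit of only the 11 medium libraries called 0 for SPP1 (567 at an unadjusted p under 0.05). The counts depended on single libraries. The medium count was 0 (252 at an unadjusted p under 0.05) without medium hypoxia no-SPP1 replicate 1, 0 (344) without medium normoxia SPP1 replicate 3, 8, 4 and 7 without medium hypoxia SPP1 replicates 1, 2 and 3, and 28 without medium hypoxia no-SPP1 replicate 2. It was 0 (342) without medium normoxia no-SPP1 replicate 3 and 73 without medium normoxia no-SPP1 replicate 2. Those 2 fits left that group with 1 library and, through the filter on the smallest group, tested 6017 and 6011 IDs in place of 5193, so their counts say less than the others. Not every fit kept all calls lower, with 4 higher and 21 lower when every ID was kept, 8 and 22 with DESeq2, 9 and 19 among the 28, and 28 and 45 among the 73. The washed count was 0 (413 at an unadjusted p under 0.05) without washed hypoxia no-SPP1 replicate 1 and 172 without washed normoxia SPP1 replicate 3, and the average was 6 without medium normoxia no-SPP1 replicate 2, again with 1 library in that group, and at most 1 in the other fits.

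Of the 13 IDs lower with SPP1 in medium, ENSG00000205189.12 had 1.99 ± 1.61 CPM with SPP1 (SD, n = 6) and 20.4 ± 33.7 without (SD, n = 5), a log2 fold change of -3.20 (SE 0.643, adjusted p 0.0115). Its values ran from 0 to 4.77 CPM with SPP1 and from 2.01 to 80.2 without, the highest in medium normoxia no-SPP1 replicate 3, without which, with 1 library left in that group, the log2 fold change was -1.06. Over its 17 alternatives the adjusted p ran from 2.61e-07 to 0.847, the latter without medium normoxia no-SPP1 replicate 3. ENSG00000122641.11 had 9.40 ± 5.35 CPM with SPP1 and 45.9 ± 25.5 without, a log2 fold change of -2.34 (SE 0.484, adjusted p 0.0159), and 5 of 11 fits that left out 1 library lost the call. Over its 17 alternatives the adjusted p ran from 3.07e-07 to 0.215, the latter without medium hypoxia no-SPP1 replicate 1. In the washed mode the called ID was ENSG00000210082.2, with 2801 ± 3255 CPM with SPP1 and 470.2 ± 106 without (SD, n = 6 each), a log2 fold change of 2.57 (SE 0.482, adjusted p 0.0271). The SPP1 values ran from 393 to 7456 CPM and overlapped the no-SPP1 range of 369.9 to 671. The values above that range came from washed hypoxia SPP1 replicate 1 (6447) and washed normoxia SPP1 replicates 1 (7456) and 2 (1484), the 3 washed libraries set apart on the second component, while the other 3 SPP1 libraries had 393, 524 and 504. The remaining library set apart there, cells hypoxia no-SPP1 replicate 2, had 1678 without SPP1. The call was lost in 8 of 12 fits that left out 1 library, with the replicate number as a block (adjusted p 0.121) and in the fit of only the washed libraries. Over its 18 alternatives the adjusted p ran from 2.15e-28 to 1, the latter without washed hypoxia SPP1 replicate 1, where the log2 fold change was 1.38.

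Within single conditions SPP1 gave 6 calls in medium normoxia, all lower (3 libraries against 2). That count was 0 (190 at an unadjusted p under 0.05) without medium normoxia SPP1 replicate 3 and 3 without medium normoxia SPP1 replicate 1. It gave 0 calls in medium hypoxia (335 IDs at an unadjusted p under 0.05), cells normoxia (42), cells hypoxia (150), washed normoxia (582) and washed hypoxia (174). The count in medium hypoxia was 2 without medium hypoxia no-SPP1 replicate 2, and that in washed normoxia 449 without washed normoxia SPP1 replicate 3. The interaction of SPP1 with oxygen gave 0 calls in medium (189 IDs at an unadjusted p under 0.05), cells (88) and washed (262). It gave 1 without medium normoxia no-SPP1 replicate 2 in medium, a fit with 1 library in that group, 1 without medium normoxia SPP1 replicate 2, and 4 without washed normoxia SPP1 replicate 3 in washed. The SPP1 effect in cells differed from that in medium at 0 IDs (255 at an unadjusted p under 0.05) and from that in washed at 0 IDs (391), and these counts were 9 without medium normoxia no-SPP1 replicate 2 (1 library left in that group, 0 in the other fits) and 6 without washed normoxia SPP1 replicate 3. Across the 5193 IDs, which are not independent replicates, the SPP1 log2 fold changes of cells and washed had a Pearson correlation of -0.204 and those of cells and medium 0.0596. Leaving out replicate 2 of every group gave 0.0216 and -0.0145, each of the opposite sign.

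Hypoxia during the RAW culture was the other factor. In the cells mode 188 IDs were called, 141 higher and 47 lower after hypoxia, with 928 IDs at an unadjusted p under 0.05. In the medium mode 4 IDs were called, all lower (382 at an unadjusted p under 0.05), and in the washed mode 2 IDs, 1 in each direction (426). The fit of only the cells libraries moved the first count to 283. The lower calls in cells depended on single libraries. Without cells hypoxia no-SPP1 replicate 3 they were 7, beside 83 higher, and without cells hypoxia no-SPP1 replicate 1 they were 104, beside 189 higher. With every ID kept the medium calls were 1 higher and 15 lower. Leaving out single libraries gave counts in cells of 87 without cells hypoxia SPP1 replicate 3 and 293 without cells hypoxia no-SPP1 replicate 1, in medium of 0 (322 at an unadjusted p under 0.05) without medium hypoxia SPP1 replicate 2 and 35 without medium normoxia no-SPP1 replicate 2 (13 higher, 22 lower, with 1 library left in that group, and at most 10 in the other fits), and in washed of 0 (354 at an unadjusted p under 0.05) without washed hypoxia no-SPP1 replicate 1 and 19 without washed normoxia SPP1 replicate 3. ENSG00000037241.7 had 73.0 ± 40.3 CPM in cells hypoxia and at most 1 count in every cells normoxia library (SD, n = 6 each), at least 28.7-fold higher (adjusted p 1.34e-07). ENSG00000091656.19 had 37.5 ± 30.4 CPM in cells hypoxia and likewise at most 1 count in cells normoxia, at least 14.7-fold higher (adjusted p 0.000284). ENSG00000232202.1 had 24.4 ± 12.3 CPM in cells hypoxia and 63.9 ± 16.0 in cells normoxia, a log2 fold change of -1.40 (SE 0.379, adjusted p 0.0316), and ENSG00000063587.15 had 11.4 ± 5.21 and 27.3 ± 11.2 CPM, a log2 fold change of -1.30 (SE 0.374, adjusted p 0.0424). These 2 lost their calls in 6 and 10 of the 12 fits that left out 1 library, with adjusted p-values up to 0.104 without cells normoxia no-SPP1 replicate 3 and 0.138 without cells normoxia no-SPP1 replicate 2. With the replicate number as a block, ENSG00000063587.15 lost its call too (adjusted p 0.0534).

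**Figure D2:**
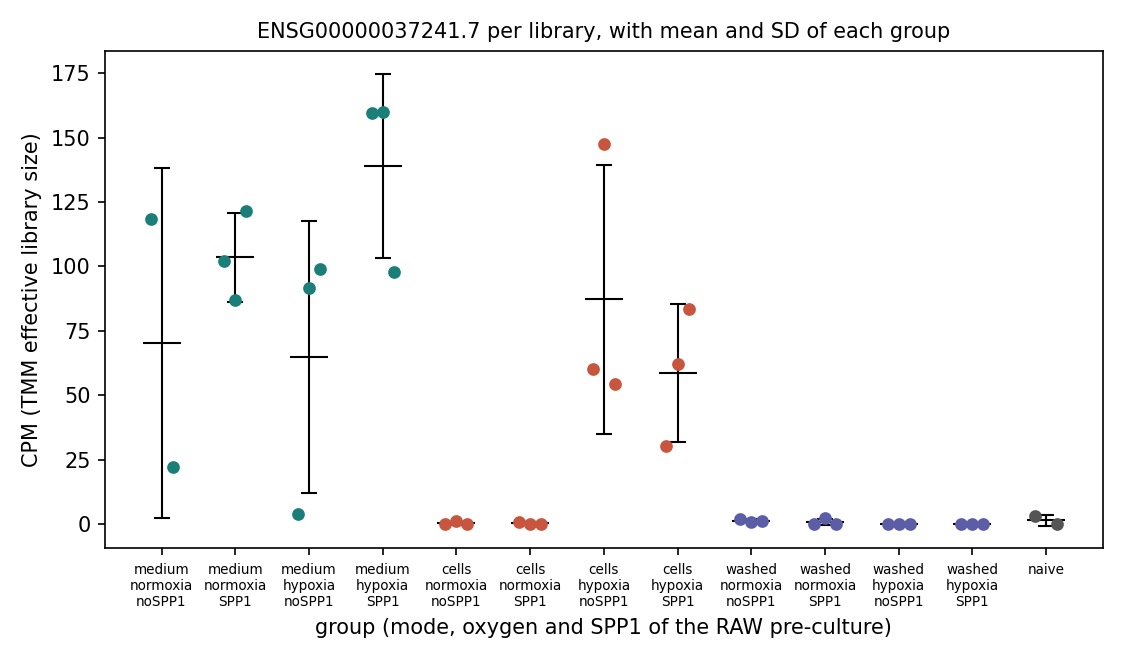
CPM of ENSG00000037241.7 on the y axis for each library (points) in each of the 13 groups on the x axis, with the mean (long bar) and SD (whiskers) of the group. The 6 cells hypoxia libraries lie between 30.3 and 148 CPM and the 6 cells normoxia libraries at 0 to 1.000 CPM.

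In the medium mode the 4 called IDs were ENSG00000135164.19, ENSG00000092199.18, ENSG00000218283.2 and ENSG00000240376.1, the last 2 chosen after their values were seen. ENSG00000092199.18 had 64.2 ± 10.0 CPM after hypoxia (SD, n = 6) and 149 ± 88.6 after normoxia (SD, n = 5), a log2 fold change of -1.21 (SE 0.216, adjusted p 0.0122), with all hypoxia libraries (up to 81.7) below all normoxia libraries (from 88.8). Over its 17 alternatives the adjusted p ran from 5.17e-05 to 0.371, the latter without medium normoxia no-SPP1 replicate 3, where medium normoxia no-SPP1 had 1 library left and the log2 fold change was -0.91. There ENSG00000135164.19, ENSG00000218283.2 and ENSG00000240376.1 lost their calls too, with adjusted p-values of 0.634, 0.332 and 0.256. Other fits removed the calls as well. Of 11 fits that left out 1 library, 9 lost the call of ENSG00000135164.19, 9 that of ENSG00000218283.2, 4 that of ENSG00000240376.1 and 2 that of ENSG00000092199.18. In the washed mode ENSG00000275052.5 had 215 ± 52.0 CPM after hypoxia and 419 ± 88.4 after normoxia (SD, n = 6 each), a log2 fold change of -0.97 (SE 0.191, adjusted p 0.0465). The other, ENSG00000172500.13, chosen after its values were seen, had 6.20 ± 4.66 CPM after hypoxia and at most 2 counts after normoxia, at least 1.84-fold higher (adjusted p 0.0465). Its ranges overlapped, with 0 counts in washed hypoxia SPP1 replicate 1 and 2 counts in washed hypoxia no-SPP1 replicate 2. ENSG00000275052.5 and ENSG00000172500.13 each lost the call in 9 of 12 fits that left out 1 library, with adjusted p-values over all alternatives up to 0.578 in the fit of only the libraries compared and 0.419 with DESeq2.

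The difference between modes was tested directly. The hypoxia effect in cells differed from that in medium at 25 IDs and from that in washed at 9 IDs, in every case as a more positive effect in cells (436 and 366 IDs at an unadjusted p under 0.05). The first count was 10 without medium normoxia no-SPP1 replicate 2 (6 higher, 4 lower, with 1 library left in that group), 12 without cells hypoxia SPP1 replicate 3 and 50 without cells hypoxia no-SPP1 replicate 1 (38 higher, 12 lower), and the second 4 without washed normoxia SPP1 replicate 2 and 25 without washed hypoxia SPP1 replicate 1 (23 higher, 2 lower). The single direction also broke in other settings. The first difference had 37 more positive and 17 more negative IDs with DESeq2, 63 and 5 with every ID kept, and 28 and 2 in the fit of only the libraries compared, and both directions in 4 of 23 fits that left out 1 library. The second had 26 and 1 with DESeq2, 50 and 2 with every ID kept, and both directions in 2 of 24 such fits. Of the 25 IDs, 24 were also called for hypoxia in cells, and so were all 9, and 7 IDs were common to both differences. Both tests were added after the counts per mode had been seen. A mode axis was taken as washed normoxia minus medium, which shares no library with the hypoxia effect in cells. Across the IDs, which are not independent replicates, that effect and the axis had a Pearson correlation of -0.472, so that hypoxia in cells ran against the axis. The hypoxia effect in washed and the difference of cells normoxia from medium had -0.118.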

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

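The set of IDs absent from washed and naive libraries and the test of shares of RNA were chosen after the result was seen, and both were altered once after a first outcome, as given below. For the test by leaving out 1 library, the comparison with other splits was added after its counts had been seen. The remaining tests of this part were written before their outcome was seen.

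The hypoxia effect differed between modes. It was more positive in cells than in medium at 25 IDs and more positive in cells than in washed at 9 IDs. Of 100 splits that redrew the oxygen labels within mode and SPP1 level, 2 gave as many IDs for the first difference and 5 for the second, the real split included in each. The highest count among the other splits was 96 for the first and 439 for the second, and 13 and 20 splits had as many IDs at an unadjusted p under 0.05. Few splits gave as many calls for the first difference, but 1 other split exceeded it, and for the second chance was not excluded at 5 of 100. After every library was thinned to the smallest total, 19 and 8 IDs were called, of which 18 and 7 were among the original ones, which argues against depth as the whole cause.

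The same tests were applied to the effect of hypoxia within cells, on which both differences rest. Of 100 splits, 1, the real one, gave as many as 188 calls, and the highest of the others gave 63. Thinning left 150 calls, 126 of them shared, and removing the 10 most abundant IDs left 192, so neither depth nor a few abundant IDs account for the count. Its size varied with the libraries, as 10 of the 12 fits that left out 1 library lowered it by more than 1.5 times and 1 raised it, to 293. The lowest was 87 calls, without cells hypoxia SPP1 replicate 3. It was above every other split drawn, but those splits used all libraries, so the comparison is not like for like. As calls remained without each library in turn, no single library accounts for all of them.

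The IDs that rose with hypoxia in cells were largely those higher in medium. Of the 141 higher calls, 135 were lower in washed normoxia than in medium, and of the 47 lower calls 44 were higher there, while 60.4% of all tested IDs had opposite signs. The correlation of -0.472 with that axis was nevertheless reached by 6 of 100 draws of the oxygen labels, so chance was not excluded for it. For the washed mode 25 of 100 draws lay as far from 0. A response to RAW cells weakened by one fraction of the log2 change of every ID would give one slope on the axis. The slope was -0.403 for the 1383 IDs lower on it (-0.431 to -0.359 over 12 fits that left out 1 library) and -0.0585 for the 1325 IDs higher on it (-0.149 to -0.0334), which argues against weakening on the log2 scale. One fraction on the CPM scale would shift IDs higher in medium more in log2, the direction seen, and is not excluded by the slopes.

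A candidate explanation is material that medium and cells hypoxia libraries hold and washed, naive and cells normoxia libraries lack. A set of 17 IDs was chosen without the cells libraries, with at most 3 counts in every washed and naive library and a mean of at least 10 CPM in medium. Its summed CPM was 254 ± 94.6 in cells hypoxia and 8.70 ± 2.70 in cells normoxia (SD, n = 6 each), higher in all 6 hypoxia libraries than in any normoxia library, with an exact permutation p of 0.00216, the smallest possible, and 0.00864 adjusted over 4 tests. The other 3 tests had exact permutation p-values of 0.552 for hypoxia in medium, 0.879 for SPP1 in cells and 0.0455 for SPP1 in medium (0.091 adjusted, n = 6 and 5). The sum ranged from 3.1 to 10.6 in washed, from 17.6 to 20.8 in naive and from 20.8 to 918 in medium. A limit of 1.5 CPM, tried first, had left 5 IDs, with an exact permutation p of 0.00216. Of the set, 15 IDs were among the 141 higher calls, 6 among the 25 and 0 among the 9, so the set covers a small part of the pattern.

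Whether that material was RNA of one source stays open. Against the proportions of the set in medium, the cells hypoxia libraries had a median chi-square per degree of freedom of 3.52 (2.30 to 16.7), and single medium libraries against the others 2.99 (1.31 to 9.23), ranges that overlap. If a share of the RNA were like that of the medium libraries, IDs higher and IDs lower in medium would shift by one share. The medians were 0.208 (0.174 to 0.24) over 1023 IDs and 0.279 (0.244 to 0.376) over 771 IDs. The library cells hypoxia no-SPP1 replicate 2 had shares of -0.049 and -0.117, so no share like medium, although its set summed to 281 CPM, with the chi-square of 16.7. The other 5 had 0.14 to 0.334 and 0.342 to 0.549. As the ranges over fits that left out 1 library nearly touched, an exact sign-flip permutation test over the 6 libraries was added, with a p of 0.0625 (5 of 6 libraries in the direction of the difference, all but that one), which leaves it undecided with so few libraries. Without gene names the IDs cannot be assigned to a cell type. A biological effect of hypoxic RAW cells on splenocytes, or on which cells were collected, also stays open and was not tested.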

How the results depend on the processing

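A count is said to move where it changed more than 1.5 times. An absolute fold change above 1.2 moved none of the 25 counts. Where a setting is named without a cause, the cause was not tested.

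Keeping every ID with a count, which let many low IDs into the test, gave 25 in place of 13 for SPP1 in medium, 6 in place of 0 for SPP1 in cells, 43 in place of 1 for SPP1 in washed, 7 in place of 0 for SPP1 averaged over modes, 16 in place of 4 for hypoxia in medium, 0 (892 at an unadjusted p under 0.05) in place of 2 for hypoxia in washed, 5 in place of 0 for the interaction in medium, 4 in place of 0 for the interaction in cells, 2 in place of 0 for the interaction in washed, 9 in place of 0 for the SPP1 difference of cells from medium, 17 in place of 0 for the SPP1 difference of cells from washed, 21 in place of 6 for SPP1 in medium normoxia, 7 in place of 0 for SPP1 in medium hypoxia, 15 in place of 0 for SPP1 in cells hypoxia, 65 in place of 0 for SPP1 in washed normoxia, 11 in place of 0 for SPP1 in washed hypoxia, 68 in place of 25 for the hypoxia difference of cells from medium and 52 in place of 9 for the hypoxia difference of cells from washed. DESeq2 gave 30 in place of 13 for SPP1 in medium, 1 in place of 0 for SPP1 averaged over modes, 11 in place of 4 for hypoxia in medium, 1 in place of 2 for hypoxia in washed, 2 in place of 0 for the SPP1 difference of cells from washed, 13 in place of 6 for SPP1 in medium normoxia, 55 in place of 0 for SPP1 in washed normoxia, 54 in place of 25 for the hypoxia difference of cells from medium and 27 in place of 9 for the hypoxia difference of cells from washed, and 38052 to 56872 of all 60708 IDs were without an adjusted p, among them every ID outside the 22657 with a count. Fitting only the libraries compared gave 0 (567 at an unadjusted p under 0.05) in place of 13 for SPP1 in medium, 0 (241 at an unadjusted p under 0.05) in place of 1 for SPP1 in washed, 283 in place of 188 for hypoxia in cells, 0 (217 at an unadjusted p under 0.05) in place of 2 for hypoxia in washed, 0 (310 at an unadjusted p under 0.05) in place of 6 for SPP1 in medium normoxia and 15 in place of 9 for the hypoxia difference of cells from washed. RLE scaling gave 2 in place of 4 for hypoxia in medium. It shifted the median log2 fold change by -0.112 for cells against naive and -0.111 for washed against naive, where the share of higher calls went from 51.1% to 43.3% and from 50.6% to 43.8%.

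A mean of at least 10 counts moved the correlation of the SPP1 effects in cells and washed from -0.204 to -0.326, and no count. Spearman in place of Pearson gave 0.0358 in place of 0.0596 for SPP1 in cells and medium and -0.180 in place of -0.118 for hypoxia in washed and the mode axis.

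With the replicate number as a block the calls became 0 (515 at an unadjusted p under 0.05) in place of 1 for SPP1 in washed and 0 (443 at an unadjusted p under 0.05) in place of 2 for hypoxia in washed, and the other counts and correlations did not move. Replicate numbers were no evidence of pairing. The deviations of libraries with the same number had a median correlation of 0.004 (35 of 187 pairs over 0.1) and those of libraries with different numbers 0.001 (62 of 374).

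Over fits that each left out 1 library, the counts ran from 0 to 73 for SPP1 in medium, from 0 to 172 for SPP1 in washed, from 0 to 6 for SPP1 averaged over modes, from 0 to 35 for hypoxia in medium, from 87 to 293 for hypoxia in cells, from 0 to 19 for hypoxia in washed, from 0 to 1 for the interaction in medium, from 0 to 4 for the interaction in washed, from 0 to 9 for the SPP1 difference of cells from medium, from 0 to 6 for the SPP1 difference of cells from washed, from 227 to 753 for washed against cells, from 0 to 3 for SPP1 in medium normoxia, from 0 to 2 for SPP1 in medium hypoxia, from 0 to 449 for SPP1 in washed normoxia, from 10 to 50 for the hypoxia difference of cells from medium and from 4 to 25 for the hypoxia difference of cells from washed. The libraries behind the extremes that differed from the count with all libraries are named with the results above. They ran from 0 to 0 for SPP1 in cells, from 0 to 0 for the interaction in cells, from 2152 to 2567 for cells against medium, from 1599 to 1854 for medium against naive, from 1371 to 1492 for cells against naive, from 1715 to 1855 for washed against naive, from 0 to 0 for SPP1 in cells normoxia, from 0 to 0 for SPP1 in cells hypoxia and from 0 to 0 for SPP1 in washed hypoxia, none of which moved. Leaving out each replicate number, the correlations ran from -0.190 to 0.0216 for SPP1 in cells and washed and from -0.0145 to 0.0665 for SPP1 in cells and medium, both reversed without replicate 2, from -0.461 to -0.261 for hypoxia in cells and the axis and from -0.128 to -0.0551 for hypoxia in washed and the axis. No fit left out a naive library, or a library of medium normoxia no-SPP1 for SPP1 in medium normoxia. For the other comparisons of medium, the fits without medium normoxia no-SPP1 replicates 2 and 3 left that group with 1 library and tested 6011 and 6017 IDs. Without those 2 fits the counts ran from 0 to 28 for SPP1 in medium, from 0 to 1 for SPP1 averaged over modes, from 0 to 10 for hypoxia in medium, from 0 to 1 for the interaction in medium, from 0 to 0 for the SPP1 difference of cells from medium, from 12 to 50 for the hypoxia difference of cells from medium, from 2375 to 2561 for cells against medium and from 1599 to 1780 for medium against naive.

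Named IDs reversed under no alternative. Calls were lost in 1 of 33 tests with DESeq2, 3 with every ID kept, 5 of 31 with only the libraries compared, 2 with RLE, 0 with a mean of at least 10 counts, 4 with the block and 91 of 478 with 1 library left out. The gene list tests, the preset genes and the Y-linked share, with their alternatives, were not run because the IDs were not paired with mouse genes. The median total of 1063211 counts per library limits low IDs most, and in the simulated data 40.9% of 2-fold changes were recovered.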

Other observations

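The test of the second component by SPP1 and the tests for a swapped library were chosen after the values were seen, and the comparison of shares for a swap was added after the correlations had been seen. For SPP1 in medium, the comparison of 1 no-SPP1 library with the others was added after the counts had been seen. The remaining tests of this part were written before their outcome was seen.

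The 13 calls for SPP1 in medium were weighed against chance, depth and single libraries. Of 100 splits that redrew the SPP1 labels within mode and oxygen level, 1, the real one, gave as many calls, and the highest of the others gave 7. Thinning to the smallest total left 13 calls, 11 of them shared, which argues against depth. Without medium normoxia no-SPP1 replicate 3, however, 0 calls were left (342 IDs at an unadjusted p under 0.05, and 1 library in that group), and 10 of the 13 IDs had their highest CPM among the medium libraries in it, 2 in medium hypoxia no-SPP1 replicate 1 and 1 in medium normoxia no-SPP1 replicate 2. The count also fell to 0 without medium hypoxia no-SPP1 replicate 1 (252) and without medium normoxia SPP1 replicate 3 (344), and to 8, 4 and 7 without medium hypoxia SPP1 replicates 1, 2 and 3, and rose to 28 without medium hypoxia no-SPP1 replicate 2. Libraries of both arms thus decide the count, and whether the calls reflect single no-SPP1 libraries or an effect of SPP1 stays open.

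The libraries medium hypoxia no-SPP1 replicate 1 and medium normoxia no-SPP1 replicate 3 lay apart from the other 9 medium libraries on the first component. After thinning they lay at -10.3 (medium hypoxia no-SPP1 replicate 1) and -8.7 (medium normoxia no-SPP1 replicate 3), the others between -50.8 and -36.9, so depth was not the cause. Their log2 CPM correlated with the mean of cells at 0.954 and 0.948 and with that of the other medium libraries at 0.94 and 0.939. A swapped library would reach the share of the cells profile that cells and washed libraries have, 0.732 or more at IDs higher in cells, whereas theirs were 0.304 and 0.296. At IDs lower in cells the shares were 0.711 and 0.609. The shares differed by 0.407 and 0.313, and by down to -0.273 in the other medium libraries. Those other libraries do not show how unequal the shares become in a mixed library. Whether RNA of the cells co-cultures was mixed in was therefore not decided. The summed CPM of the set of 17 IDs was 20.8 in medium hypoxia no-SPP1 replicate 1 and 120 in medium normoxia no-SPP1 replicate 3. What set these libraries apart stays open.

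On the second component the 4 libraries below all others stayed below every other exposed library after thinning (4 of 4) and without the 10 most abundant IDs (4 of 4), which argues against depth and a few abundant IDs. In washed the component was -15.8 ± 34.6 with SPP1 and 9.20 ± 9.40 without (SD, n = 6 each), with an exact permutation p of 0.147, so an effect of SPP1 in 3 of the 6 libraries cannot be told apart from other differences at this number of libraries. RNA integrity per library was not used here, and no test of it was made.

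SPP1 in cells gave 87 IDs at an unadjusted p under 0.05 (1.68%). Splits with redrawn SPP1 labels had a median of 108. Of 100 splits, 76 had as many or more and 26 as few or fewer, the real one included in each. A share this low was thus ordinary for these libraries. With the cells libraries fitted alone it was 1.98% (81 of 4101 IDs), which argues against the spread shared with the other modes as the cause. The common biological coefficient of variation was 0.289 in medium, 0.265 in cells and 0.374 in washed. No biological explanation was tested.

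Other splits of the libraries were counted for further comparisons, 100 each with the real one included, and 10 each within single conditions. None were drawn for the 3 comparisons with naive or for SPP1 in medium normoxia, so chance was not tested there. For cells against medium 1 and for washed against cells 1 split, the real one, gave as many calls, the highest of the others giving 800 and 236. As many calls came from 19 splits for SPP1 in washed, 7 for hypoxia in medium and 10 for hypoxia in washed, where single other splits gave up to 589, 73 and 871, so those counts were within what other splits gave. For the counts of 0 the number of IDs at an unadjusted p under 0.05 was compared. It was reached by 76 splits for SPP1 in cells, 39 for SPP1 averaged over modes, 48, 73 and 47 for the interactions in medium, cells and washed, and 23 and 19 for the SPP1 differences of cells from medium and from washed. Correlations as far from 0 as the observed ones came from 26 draws for SPP1 in cells and washed and 69 for SPP1 in cells and medium. Within single conditions 3 libraries against 3 make 10 splits, which cannot give a share under 0.05, and as many IDs at an unadjusted p under 0.05 came from 1 split for medium hypoxia, 5 for cells normoxia, 10 for cells hypoxia, 4 for washed normoxia and 9 for washed hypoxia.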
